A study of Mus musculus with 7 samples. Its data were reported in "Transcription-factor-dependent enhancer transcription defines a gene regulatory network for cardiac rhythm" (2017).

How the data were processed

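Noncoding RNA was profiled in the left atrium of adult male mice, 6 to 8 weeks old, from 3 control and 4 *Tbx5* knockout libraries. The paper describes the knockout as a deletion induced with tamoxifen a week before collection, through a Cre expressed in all tissues. Its controls carried the same Cre without the floxed *Tbx5*. Total RNA was depleted of ribosomal RNA and of polyadenylated RNA before directional single-end sequencing, so the reads carry a strand. The authors aligned reads to mm10 with TopHat2 (the submitters' processing notes name versions 2.0.13 and 2.0.10), assembled transcripts de novo with Cufflinks, counted reads with featureCounts, removed coding genes and tested the genotypes with DESeq. They kept transcripts that passed their false discovery and fold change limits and lay away from coding start sites. They then narrowed these to ncRNAs within 2 Mbp of a *Tbx5*-dependent coding gene changed in the same direction, and carried the mm10 positions over to mm9. The row count of the list used here equals a count the study gave after that narrowing. Results on its loci may therefore not hold for all *Tbx5*-dependent ncRNAs.

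The deposited material used here was a list of loci. Its 2 tables were named for different numbers of ncRNAs but were identical byte for byte, and were used once. The list is therefore a part of the *Tbx5*-dependent ncRNAs of the study, and ncRNAs that changed the other way were not analysed here. The table had 1490 rows, of which 1 was emptied for this work, which left 1489 loci. Each row gave an identifier from the assembly, mm10 and mm9 positions, strand, overlapping annotation, neighbouring genes, a mark for transcription from both strands and linked genes. The deposited phastCons value is a conservation score, which the authors averaged over the bases of each locus after removing bases with no score. Positions are 1-based and in mm10 throughout. Levels per library, fold changes and p-values were not analysed here, so depth and the spread between animals are unknown for these loci, and the planned tests of knockout against control, of direction, of agreement in sign with linked genes, of fold change correlation and of control levels were not run. The row count and the word up in the sheet name point to ncRNAs that rise in the knockout. The number in the sheet name and the mark dn in the header of the linked gene column point to a fall, although that mark can refer to the genes alone. No direction was therefore assigned to any locus or linked gene, and the absence of a gene or locus from the list was not used to assign one. Linked genes were taken from that column as given, so loci without one were not taken to lie far from every *Tbx5*-dependent gene.

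Positions were compared with GENCODE release M21 on GRCm38, the assembly of the mm10 positions. All 286 linked genes and 3938 of 3959 neighbour symbols were matched to it, older symbols through RefSeq synonyms on the same chromosome. Loci at most 10 kb apart formed a cluster, and loci of the same strand at most 10 kb apart formed a run. The nearest coding gene was the protein-coding gene body at the shortest distance, and a run beside it was upstream or downstream by the strand of that gene. Distances between a locus and a gene are from the closest edges. Length is the genomic span from the first to the last base of a locus, so any introns are counted. Length modes came from a Gaussian density of log10 length with a bandwidth factor of 0.15.

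Medians of length, conservation score and distance to the nearest coding start site were compared between linked and other loci, bidirectional and other loci, and annotated and other loci. These 9 comparisons used two-sided permutation tests with 100000 draws, whose smallest p is 1e-05, and Benjamini-Hochberg adjustment. Because loci of a cluster are not independent, each was repeated with the median per cluster. Gene lists were compared between linked genes and other neighbour genes with two-sided Fisher's exact tests, adjusted over the 13 lists. List genes at the edges of gaps between coding genes that hold a run were also counted against 10000 random draws of as many gaps, weighted by gap length or equally. Shares carry 95% Wilson intervals and medians order-statistic intervals. These intervals cover counting error only. The steps were tested on simulated data. Clusters were planted with the number of loci of the table, at a fixed length and with gaps far from the 10 kb limit. Of these, 1089 of 1089 were recovered. Loci of a fixed length beside coding genes of a single chromosome gave the right gene and side in 703 of 703 cases. Both were easy cases, so they do not test the range of lengths and gaps in the list. The permutation test used the lengths of the table with fewer draws, and 5 of 100 null data sets gave p under 0.05. Those sets were made by shuffling lengths over loci, so such a rate followed by construction. It does not test the permutation on clustered loci. The same-strand share was not simulated. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9 were used.

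The gene lists, and the measurement of length, distance, strand and clustering, were fixed before the data were examined. The comparisons within the list, the comparison of linked with other neighbour genes and the position relative to coding genes were chosen after the table was seen. The rule for named genes, set beforehand, took the ncRNAs of largest fold change and smallest adjusted p, the ncRNA of smallest adjusted p for each linked gene of the lists (at most 4 per list), the ncRNA upstream of *Ryr2* and those linked to *Atp2a2*, *Ryr2*, *Sln* and *Wrn*; 1 further item of that rule is not reported here. Without fold changes and p-values the rule was replaced, after the table was seen, by the closest listed locus to each list gene (at most 4 per list by distance, besides linked genes), the largest runs and the linked genes with most loci. Alternatives covered the gaps, distances, windows, unit counted, repeated intervals and the chromosome 10 loci that join at a 50 kb gap.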

Results

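*Tbx5*-dependent noncoding transcription was surveyed in the adult mouse left atrium, where the T-box factor TBX5 acts on genes of cardiac rhythm. Non-polyadenylated RNA was sequenced from 3 control and 4 *Tbx5* knockout libraries, and the deposited result examined here is 1 list of loci called dependent on *Tbx5*. It is a part of the *Tbx5*-dependent ncRNAs of the study, and the rest were not analysed here. It held 1489 loci on 19 autosomes and the X chromosome. The list carries no level per library, so the depth and the replicate spread of a locus are unknown and every comparison is between loci of the list. The direction of change was left unassigned for all loci, because the row count and the word up in the sheet name point to a rise in the knockout, while the number in the sheet name and the mark dn in the heading of the linked gene column point to a fall, and that mark can also refer to the genes alone. *Tbx5* itself was not among the neighbouring genes of any listed locus.

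The first question was where the *Tbx5*-dependent ncRNAs arise. The region with most loci lay on chromosome 10 between *Sash1* and *Samd5*, where 110 loci, 7.39% of the list, lay in a gap of 737 kb between the 2 coding genes and covered 453 kb of it. All 110 were on the minus strand, the strand of both genes, and their median length was 2032 bp. The region held the 2 runs with most loci, one of 49 loci from 9014496 to 9266459 and one of 43 loci from 9343273 to 9615287, the latter starting 7.65 kb past the 3' end of *Samd5*. None of these 110 loci had a linked gene.

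**Figure D1:**
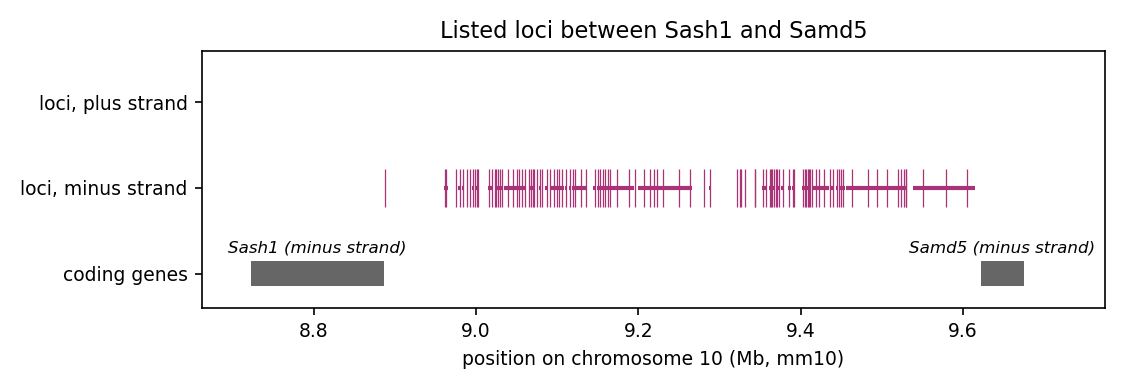
Listed loci on chromosome 10 (position in Mb, mm10) between the coding genes *Sash1* and *Samd5*, with a vertical tick at the centre of each locus, a horizontal line over its length and grey bars for the genes. All 110 loci lie on the minus strand row and the plus strand row is empty.

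Of the other long runs, several lay beside single coding genes or between a pair of them. On chromosome 13, 26 plus-strand loci from 42400706 to 42444045 began 92.7 kb downstream of *Edn1*, which encodes the vasoconstrictor peptide endothelin-1, and 13 minus-strand loci from 16185448 to 16211349 lay 154 kb downstream of *Inhba* in antisense, which encodes an activin subunit. On chromosome 8, 17 minus-strand loci from 31760335 to 31807012 began 7.54 kb past the 3' end of *Nrg1*, which encodes the growth factor neuregulin 1. A run of 23 plus-strand loci on chromosome 12, from 9089724 to 9315354, lay between *Ttc32* and *Osr1*. On chromosome 7, 13 minus-strand loci from 75334477 to 75395414 lay between *Sv2b* and *Akap13*, and on chromosome 11, 13 plus-strand loci from 30653085 to 30679349 lay between *Acyp2* and *Psme4*. A run of 9 plus-strand loci on chromosome 6, from 133113481 to 133147668, began 2.58 kb past *Smim10l1*. Also on chromosome 6, 16 plus-strand loci from 53447542 to 53555641 fell inside the body of *Creb5* and in its sense orientation. On chromosome 2, 20 minus-strand loci from 128183203 to 128238587 lay 20.7 kb downstream of *Bcl2l11*, which encodes the pro-apoptotic protein BIM, and all 20 overlapped the annotated long noncoding gene *Gm14005* or its neighbour on the same strand.

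Neighbouring loci shared a strand. The 1489 loci fell into 985 clusters, of which 818 were single loci, and the 11 clusters with 10 or more loci held 245 loci (16.5%). Of 270 neighbouring pairs up to 1 kb apart, 99.6% were on the same strand (95% interval 97.9% to 99.9%). The share was 88.4% (82.1% to 92.6%) at 10 to 50 kb, 65.5% (55.1% to 74.7%) at 50 to 200 kb and 47.1% (40.6% to 53.6%) at 200 kb to 1 Mb. Among 167 clusters of 2 or more loci, 164 had loci of 1 strand only. The plus strand carried 728 loci and the minus strand 756, and 5 loci had no strand. The authors' mark for transcription from both strands was set at 348 loci (23.4%, 21.3% to 25.6%), whereas only 2 loci had a listed locus of the opposite strand within 1 kb.

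Most loci of the list were short and lay outside annotated genes. The median length was 197 bp (quartiles 115 and 1053 bp), with a range from 51 to 130851 bp. The shortest span was close to the read length the paper gives, so short loci need not be whole transcripts. The distribution had 2 modes, at 138 bp and 1622 bp, with a minimum at 700 bp between them, and 72.3% of loci were shorter than that minimum. The longest locus was XLOC_033072, with a span of 130851 bp on chromosome 2 from 128298662 to 128429512, over *Gm14005*. A locus of 49667 bp, XLOC_021279 on chromosome 16, covered the microRNA host gene *Mir99ahg*. No annotated gene was given for 1287 loci (86.4%, 84.6% to 88.1%). Among the annotated loci the commonest types were lincRNA (60 loci), processed pseudogene (51 loci) and processed transcript (49 loci). Against GENCODE M21, 1002 loci (67.3%) were intergenic, 94 lay in a coding intron in sense and 6 in antisense, and 17 touched a coding exon, 15 of them in sense.

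**Figure D2:**
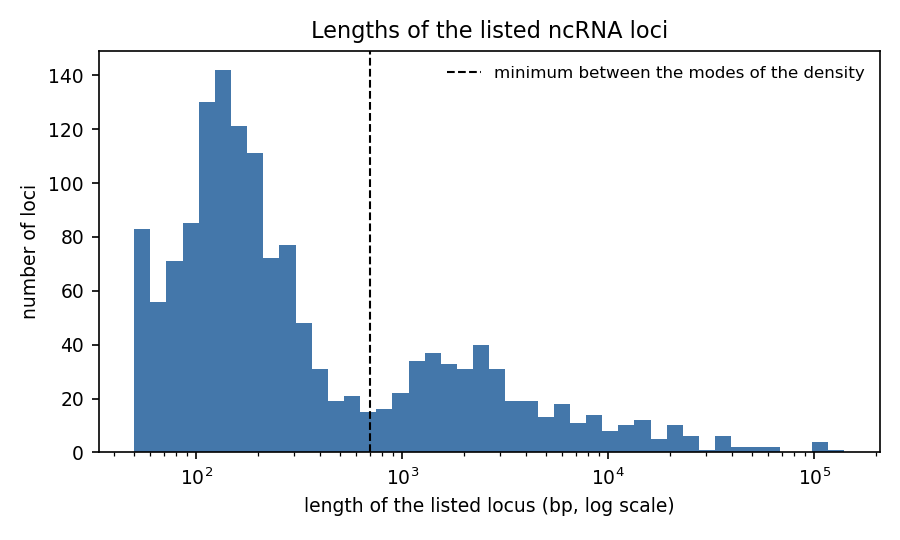
Number of listed loci by length in bp on a log axis, with a dashed line at the minimum of the smoothed density. The larger mode lies near 138 bp and the smaller near 1622 bp, on either side of the minimum at 700 bp.

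Sequence conservation was low over most loci, and the exceptions were mainly pseudogenes. The median phastCons score was 0.0759 (95% interval 0.0689 to 0.0830) over the 1264 loci with a score. It exceeded 0.5 at 78 loci (6.17%). Of these 78, 52 (66.7%) overlapped a pseudogene in GENCODE M21, against 73 of 1186 (6.16%) of the less conserved loci (Fisher's exact test, two-sided p = 4.39e-38).

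The second question was how the loci lie relative to coding genes. Runs close to a gene's 3' end were mostly in its sense orientation, as beside *Lpl*, which encodes lipoprotein lipase, where the 2542 bp locus XLOC_053389 on chromosome 8 (68910613 to 68913154) began 3.17 kb past the gene's end. Of 260 runs downstream of the nearest coding gene and within 10 kb of it, 213 were in sense (81.9%, 76.8% to 86.1%). Of 163 upstream runs within 10 kb, 67 were in sense (41.1%, 33.8% to 48.8%) and 96 in antisense. The 2 shares differed (Fisher's exact test, odds ratio 6.49, two-sided p = 1.09e-17). The median distance of a locus to the nearest coding start site was 49.8 kb (45.6 to 56.0 kb), and 42 loci lay within 2 kb of such a site in GENCODE M21.

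**Figure D3:**
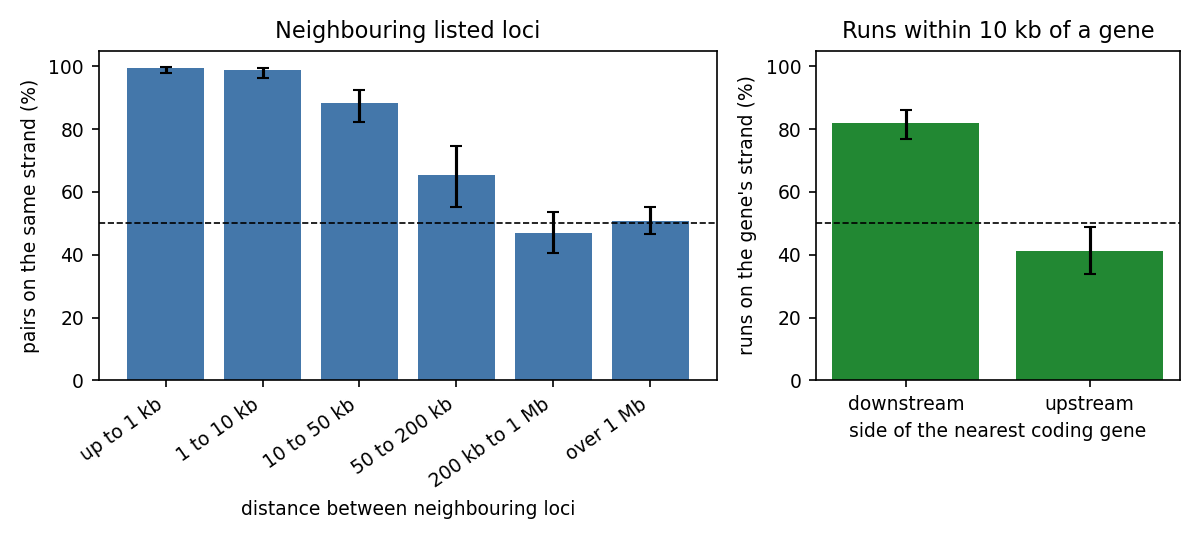
Left, percentage of neighbouring listed loci on the same strand, by the distance between them. Right, percentage of runs in the sense orientation of the nearest coding gene, for runs within 10 kb downstream (81.9%) and upstream (41.1%). Bars show the share, error bars the 95% Wilson interval, and dashed lines 50%.

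The third question was which genes the loci were linked to. A linked gene is an entry of the table column for nearby genes called changed in the left atrium. The mark dn in its heading can mean that only genes of 1 direction are entered, so a locus without an entry can still lie near a *Tbx5*-dependent gene, and the share linked is not the share near such a gene. A linked gene was given for 384 loci (25.8%, 23.6% to 28.1%), in 464 pairs with 286 genes. *Bcl2l11* had 27 loci, all on the minus strand, and the potassium channel gene *Kcnj2* had 11 plus-strand loci on chromosome 11 from 111769127 to 111805516, between 692 and 728 kb downstream of it. The kinase gene *Mylk4* had 9 loci, the transporter gene *Slc22a23* 8, the transcription factor gene *Sp4* 7 and *Nrg2*, which encodes neuregulin 2, 6. Another 206 genes had 1 locus each. The median distance of a linked pair was 83.9 kb (74.2 to 93.5 kb), with 264 pairs (56.9%) within 100 kb and 435 (93.8%) within 500 kb. Linked genes are drawn from the listed neighbours, whose 6594 pairs with a locus had a median of 95.6 kb (92.6 to 98.4 kb). The short distances are thus largely those of the listed neighbours. The linked gene was the closest of the listed neighbours in 143 pairs (30.8%, 26.8% to 35.2%). No share expected from the number of neighbours was computed.

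Of the neighbouring genes in the calcium handling list 2 of 11 were linked, against 7.19% of other neighbours, and in the ion channel and conduction list 2 of 3, against 7.18%. Neither share differed after adjustment over the 13 lists. *Ryr2*, which encodes the calcium release channel of the sarcoplasmic reticulum, was linked to XLOC_014719, a 117 bp minus-strand locus on chromosome 13 (11511922 to 11512038) that was intergenic, in sense and 41.1 kb downstream of the gene. No locus of this list lay within 100 kb upstream of *Ryr2*, and the closest on that side was 572 kb away. *Wrn*, a DNA helicase gene, was linked to XLOC_053080, a 61 bp plus-strand locus on chromosome 8 (32221366 to 32221426) in an intron of *Nrg1* in antisense, 1013 kb downstream. The calcium channel subunit gene *Cacna2d2* was linked to XLOC_058971, 74.7 kb upstream of it, and the sodium channel subunit gene *Scn4b* to XLOC_058241, 123 kb upstream. *Atp2a2* and *Sln* were not linked to any locus of this list. These absences hold for this list only, since the other *Tbx5*-dependent ncRNAs of the study were not analysed here. Among neighbours without a link, *Casq2*, which encodes calsequestrin, had an antisense locus 1.12 kb upstream, and *Jph2*, which encodes junctophilin, had a sense locus 5.23 kb downstream.

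Transcription factor, sarcomere and metabolic genes each had several listed neighbours. Of the 12 neighbouring cardiac transcription factor genes, *Hey1* was the linked one, with a sense locus 129 kb upstream. A locus lay inside *Irx5*, an antisense locus lay 2.01 kb upstream of *Tead1*, and the 14246 bp locus XLOC_053305 lay 7.03 kb downstream of *Hand2* over the long noncoding gene *5033428I22Rik*. *Gata5* had 12 neighbouring loci, the closest upstream in antisense. Of 5 sarcomere genes, *Xirp2* was linked, to a locus 7.90 kb downstream in sense, and *Tnnt2*, which encodes cardiac troponin T, had a sense locus 4.43 kb downstream. Of 11 genes of energy metabolism, 2 were linked. *Ppargc1a*, a coactivator of mitochondrial biogenesis, had 4 loci at 137 to 310 kb, and *Ppara*, which encodes a nuclear receptor for fatty acids, had the 37800 bp locus XLOC_018940 over the annotated *Lncppara*, 26.0 kb upstream. Among atrial fibrillation association genes, *Syne2* was linked and *Prrx1* was a neighbour. The stress genes *Hspa1b*, *Hspa1a* and *Ankrd1* were neighbours without a link.

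The lists for other cell types had members among the neighbours of listed loci, and none of those list members was linked. The fibroblast and extracellular matrix list had 19 of 43 genes among the neighbours, including *Fbn1*, with a sense locus 1.80 kb upstream, and *Loxl1*, *Col3a1* and *Col5a1*, with sense loci 2.33, 3.85 and 4.88 kb downstream. Its linked share, 0 of 19, did not differ detectably from the 7.26% of other neighbours (Fisher's exact test, p = 0.393). Immune genes gave 8 neighbours, the closest being *Il1b* with a sense locus 6.89 kb upstream. The endothelial genes *Flt1* and *Emcn* and the smooth muscle genes *Tagln* and *Myh11* were the remaining ones. Schwann and neuronal genes and cell cycle genes gave 0 neighbours. No list differed from the other neighbour genes in its linked share after adjustment over the 13 lists. The smallest value was for ion channels, with 2 of 3 neighbours linked against 7.18% of other neighbours (Fisher's exact test, p = 0.0149, adjusted p = 0.193).

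Linked and bidirectional loci differed from the rest in distance to coding start sites, and annotated loci in length and conservation. Linked loci lay closer to a coding start site than other loci, with medians of 30.4 and 59.9 kb (permutation test, adjusted p = 6.75e-05), and this held with 1 value per cluster (25.6 and 45.1 kb, adjusted p = 0.00102). Linked genes are drawn from the listed neighbours of a locus. Loci with 6 or more neighbours had a linked gene more often (38.8%) than loci with 2 (18.2%). The number of neighbours was not matched, so the difference in distance could follow from the density of genes around a locus. Bidirectional loci were also closer to a start site than the rest, with medians of 28.9 and 61.3 kb (permutation test, adjusted p = 6.00e-05, and 0.0184 over clusters). Annotated loci had longer spans than others, with medians of 329 and 188 bp. They were also more conserved, with median scores of 0.116 and 0.0699 (permutation test, adjusted p = 4.50e-05 for each difference, from the smallest p the permutations can give). Spans count any introns, so the length difference need not be one of transcript length, and its cause was not tested. The 202 annotated loci include pseudogenes, 51 of them of the processed type, and pseudogenes made up most loci with a score above 0.5. The comparison was not repeated without pseudogenes, so it does not show that annotated noncoding RNAs as such are more conserved. The distance of annotated loci to a start site, 36.4 against 51.6 kb, did not pass the threshold (permutation test, adjusted p = 0.0841), nor did the conservation score of linked loci, 0.0735 against 0.0774 (adjusted p = 0.665). Linked loci were shorter than others, 168.5 against 205 bp (permutation test, adjusted p = 0.0148), a difference that was not detectable with 1 value per cluster (155 and 161 bp, adjusted p = 0.733). The share with the bidirectional mark, 21.9% of linked loci and 23.9% of others, did not differ detectably (Fisher's exact test, p = 0.442).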

Values the study reported

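The study reported 3610 *Tbx5*-dependent intergenic ncRNAs at FDR below 0.05 and a fold change above 1.5. Of these, 3067 (85%) lay within 2 Mbp of 2383 *Tbx5*-dependent coding genes. It gave 1577 downregulated ncRNAs near downregulated coding genes and 1490 upregulated ncRNAs near upregulated coding genes. It described 2 relative enrichments of ncRNA length, at about 500 bp and about 2000 bp.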

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

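Across 21 results, 33 of 44 alternatives kept their result, read as the same direction and side of the threshold for a test, a value within the interval for a share or median, and a count within 1.5 times for a number of clusters, loci or genes and for the length minimum. The number of clusters ranged from 838 with a 50 kb gap to 1219 with a 1 kb gap, and the sense share of runs downstream of coding genes ranged from 78.2% to 83.6%. The alternatives that leave out 109 chromosome 10 loci that join at a 50 kb gap, or repeated intervals, that change the distance to coding genes or the bandwidth, that use 1 value per cluster in the comparisons or the linked share, 1 distance per gene, a window on the linked share or another gap for same-strand pairs were chosen after seeing the data. With clusters in place of loci, the share with a linked gene was 28.7%, the median length was 177 bp, and the length difference of linked loci became -6.0 bp, past no threshold. The conservation differences of linked (0.00540) and bidirectional (-0.00388) loci changed sign over clusters, and neither passed the threshold in either unit. Without those 109 loci the median length was 182 bp, since those loci were longer. A window of 100 kb left 15.4% of loci with a linked gene and 5 linked list genes, by construction. Loci with a listed opposite-strand locus made up 0.0% when overlap or contact was required and 0.539% within 5 kb, and same-strand pairs 96.8% up to 50 kb apart. Where not stated, the cause was not tested. Alternatives on adjusted p, fold change, level filters, counting tools, pseudocounts, left-out libraries and choice of linked gene by fold change were not run, since they need values not analysed here. No paired analysis was possible because the labels give no replicate number shared by the groups and the list holds no value per library.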

Other observations

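Several linked genes were zinc finger genes, by symbols beginning with Zfp, Zscan or Zkscan. Of 88 such neighbours 25 were linked (28.4%), against 6.74% of other neighbours. The list was made after the linked genes were seen, so no test of this difference is given. Their loci lay in 23 clusters on 7 chromosomes. Zinc finger genes stand in tandem arrays and share neighbouring loci, so they are not independent. *Zfp184* on chromosome 13 had 4 loci, which were also those of the histone gene *Hist1h4i*.

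Of the tests that follow, those of a shared long noncoding gene, of linked genes past their 3' end and of random placement were set before their results were seen, and the others after. No biological explanation from the design was tested, because the list holds no value per group.

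Neighbouring loci up to 10 kb apart shared a strand in 499 of 503 pairs (99.2%). Independent strands would give near 50%, and the lower limit of the share, 98.0%, argues against them. Repeated intervals do not account for it, since the share over distinct intervals was also 99.2%. Where both loci of a same-strand pair overlapped an annotated long noncoding gene, they overlapped the same gene in 52 of 52 pairs (100%, lower limit 93.1%), 23 of them in *Gm14005*. Pairs of 1 gene are not independent, so that limit is only nominal. Overlap was counted over the whole gene body, introns included, and these pairs were already close and on the same strand. Sharing a gene was thus likely in any case, and without a baseline this test cannot tell pieces of a transcript from separate transcripts. Many listed loci may be pieces of longer transcripts, a hypothesis that leaves open separate transcripts of 1 domain with a common strand.

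Runs within 10 kb downstream of coding genes were in sense more often (81.9%) than runs beyond 50 kb (63.6%, 54.1% to 72.1%, Fisher's exact p = 0.000242). Unrelated strands are argued against by the lower limit of the near share, 76.8%. A candidate explanation is transcription that continues past the 3' end of the gene, found from the same data and not tested on reads. The nearest gene was a linked gene for 15 of 213 downstream sense runs and for 14 of 210 other runs within 10 kb (Fisher's exact p = 1), so whether linked genes in particular are extended stays open.

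Extracellular matrix and fibroblast genes flanked the gaps between coding genes that hold listed runs more often than chance placement gave, a pattern noticed in the table before it was tested. The list had 15 flanking genes, against a mean of 5.60 (central 95% 2 to 10) over 10000 random placements weighted by gap length and 3.05 (0 to 7) over random choices of gaps. Both draws gave a two-sided p of 0.0002, the smallest they can give, and an adjusted p of 0.0026 over the 13 lists. Sarcomere genes had 2 against 1.49 and 2.16. Cardiac transcription factor genes had 10, against 11.5 by length and 2.84 by equal gaps, so an excess appeared only where gap length was not weighted. Expression was not matched in either draw, so the data could reflect transcription around genes active in fibroblasts, and the direction of the loci is unassigned.

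Loci with 6 or more listed neighbours had a linked gene more often (38.8%) than loci with 2 (18.2%), while the linked share per neighbour was 5.48% and 9.48%, a ratio of 0.578 (0.379 to 0.930). The interval of the ratio came from resampling clusters. The share per neighbour was thus lower at loci with many neighbours. This argues against a higher share per neighbour as the source of the higher share per locus. Because the share per neighbour was not equal, whether the number of neighbours alone sets the share per locus stays open.

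The length modes here, of genomic spans, were 138 bp and 1622 bp. The lower mode is below the shorter length quoted from the study above, which describes a larger set of ncRNAs than this list.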
